A study of Mus musculus with 16 samples. Its data were reported in "Correlated miR-mRNA Expression Signatures of Mouse Hematopoietic Stem and Progenitor Cell Subsets Predict “Stemness” and “Myeloid” Interaction Networks" (2014).

How the data were processed

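MicroRNA (miR) levels were measured on 16 one-colour Agilent mouse miR arrays, each hybridised with RNA of a sorted bone marrow population. Per the labels, 1 array held long-term hematopoietic stem cells (LT-HSC), and 3 arrays each held short-term HSC (ST-HSC), multipotent progenitors (MPP), common myeloid progenitors (CMP), granulocyte-monocyte progenitors (GMP) and megakaryocyte-erythroid progenitors (MEP). Groups were taken from the sample titles.

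The deposited scanner output holds the intensity of each spot as background-subtracted by Agilent Feature Extraction, with no normalization between arrays, together with its foreground and local background intensity and yes-or-no spot calls. Each array carried 12493 spots, of which 11540 were not controls, 672 were negative controls and 281 positive controls. These spots made up 1712 probes for 577 miRs, 567 of the mouse and 10 of a mouse herpesvirus, with 5 to 20 spots per probe. The authors also deposited log2 values after quantile normalization with limma. Within each array these followed the rank order of the median foreground signal (minimum Spearman rho 1 across spots), so no background had been subtracted from them, and their rho with the background-subtracted signal was 0.883 to 0.963.

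Control spots and spots that Feature Extraction marked as non-uniform or as population outliers were left out, and the remaining spots of a probe were averaged. Quantile normalization, the step named in the study's methods, was then applied between the 16 arrays, here to these background-subtracted probe means, unlike in the authors' values. Whether the authors normalized these 16 arrays alone is not known. Signals were then raised to a floor of 3.07 units (1.62 on the log2 scale), the median over arrays of the 95th percentile of the negative controls, and log2 was taken. A probe counted as well above background on an array when a share of at least 0.5 of its spots was called so by Feature Extraction. Probes had to be well above background on at least 3 arrays, which 493 probes of 237 miRs were, 2 of these miRs viral. The brightest passing probe stood for its miR. Among the called miRs with more than 1 passing probe, at most 2 in any comparison had a probe that pointed the other way.

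One linear model with a mean per population was fitted to all 16 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (with data.table, version 1.17.8, for reading), with 10 residual degrees of freedom and 3.1 prior ones. The LT-HSC array has no replicate and was assumed to vary like the other populations. Tests were two-sided, with Benjamini-Hochberg adjustment over the 237 miRs within each of 6 comparisons and a moderated F across the populations, and a miR was called at an adjusted p under 0.05. Numbers of detected miRs were compared by an exact permutation test. Values at the floor have no order. Where a probe was well above background on only some arrays of a side, the size and rank of its difference are not firm. Where a probe was not well above background on any array of a side, the fold is a bound: the mean of the brighter side against the mean over the dimmer side's arrays of the higher of the lowest signal among probes well above background and the probe's own value.

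The comparisons, their tests, the alternatives (but 1, marked in the text) and the naming rule were fixed before the data were examined. Tests of explanations were in part chosen later, as stated where they are given. The rule named miRs that the study's introduction lists for hematopoiesis, and for each comparison up to 5 called miRs per direction with the largest difference for which no array of one side overlapped the other and every array of the higher side was well above background. Alternatives covered the normalization (75th percentile of the probes well above background on all arrays, or of all probes, or none), normexp background correction with an offset of 50, other floors, other detection filters, the mean of a miR's probes, the study's rule of at least 2 probes and 10% of probes, an intensity trend, slide or replicate number as a block, unadjusted p, the authors' deposited values, and each array left out in turn.

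The fit was tested on simulated data with the real residual spread, 237 miRs and 60 of them changed by 1.5 log2 units. It recovered 98.3% of the changed miRs for HSC subsets against myeloid progenitors, 86.7% for GMP and 98.3% for MEP against the other populations, 83.3% for GMP against MEP, 66.7% for ST-HSC against MPP and 63.3% for LT-HSC against ST-HSC and MPP. Unchanged miRs made up 3.28%, 0%, 6.35%, 1.96%, 6.98% and 5% of the calls in the same order. The simulated noise was independent between arrays, with no slide effect, no other population difference and no repeated draws. These shares therefore do not cover errors from the overlap of slide and population. The number of arrays limits the precision of every value.

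Slides were read from the array names. Slide 1 held replicates 1 and 2 of CMP, GMP and MEP. Slide 2 held replicate 3 of each of these with the LT-HSC array and ST-HSC 1, and slide 3 held the MPP arrays with ST-HSC 2 and 3. ST-HSC was thus the only population on both slides 2 and 3. With slide as a block, the step between these slides rests on ST-HSC 1 alone against ST-HSC 2 and 3. Per the file headers, slide 1 was read on another scanner model and with an older Feature Extraction version than slides 2 and 3. MiR positions are those in the array's design, on mouse build mm9. The supplied gene table was not used here for coordinates. Copy numbers per cell and mRNA arrays were not analysed here.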

Results

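MiR signal was recorded for 6 populations along early mouse hematopoiesis: 7 arrays of HSC subsets, that is MPP, ST-HSC and LT-HSC, and 9 arrays of myeloid progenitors, that is MEP, GMP and CMP. The summed signal of an array ran from 34810 units on the LT-HSC array to 335064 on GMP 2. Slides differed in brightness. Median foreground was 51.5 to 58 units on slide 1, 31.5 to 35.5 on slide 2 and 35 to 37 on slide 3, and the 95th percentile of the negative controls was 9.94 to 44.3, 1.53 to 2.21 and 1.99 to 3.35 units. No spot was saturated. Across the 237 tested miRs the median correlation between arrays was 0.99 for 7 pairs of the same population on the same slide and 0.95 for 8 pairs of the same population on different slides. It was 0.883 for 28 pairs of different populations on the same slide and 0.872 for 77 pairs that shared neither. The first principal component held 52.3% of the variance and the second 24.2%.

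The first question was how many miRs each population expressed. Detected miRs numbered 157.7 ± 11.7 in CMP, 187 ± 9 in GMP, 171 ± 7.94 in MEP, 199.3 ± 19.1 in ST-HSC and 217.7 ± 9.07 in MPP (SD, n = 3 each), and 142 on the LT-HSC array. HSC arrays had 199 ± 29.4 detected miRs (SD, n = 7) and myeloid arrays 171.9 ± 15.2 (SD, n = 9), a difference of 27.1 (two-sided exact permutation test, p = 0.034, 11440 splits). On slide 2, the one slide with both kinds of population, the difference ran the other way at -12.2 (exact permutation p = 0.6, 2 arrays against 3, for which 0.1 is the smallest possible p). One array decides that sign: without the LT-HSC array, a comparison chosen after seeing the data, ST-HSC 1 with 179 exceeded the mean of the 3 myeloid arrays, 172.7, by 6.33 (exact permutation p = 0.75, 4 splits). Over all slides the difference without the LT-HSC array was 36.6 (exact permutation p = 0.0016), and in 8 of the 16 cases with 1 array left out it no longer passed the threshold, among them 22.6 without MPP 2 (exact permutation p = 0.0755).

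**Figure D1:**
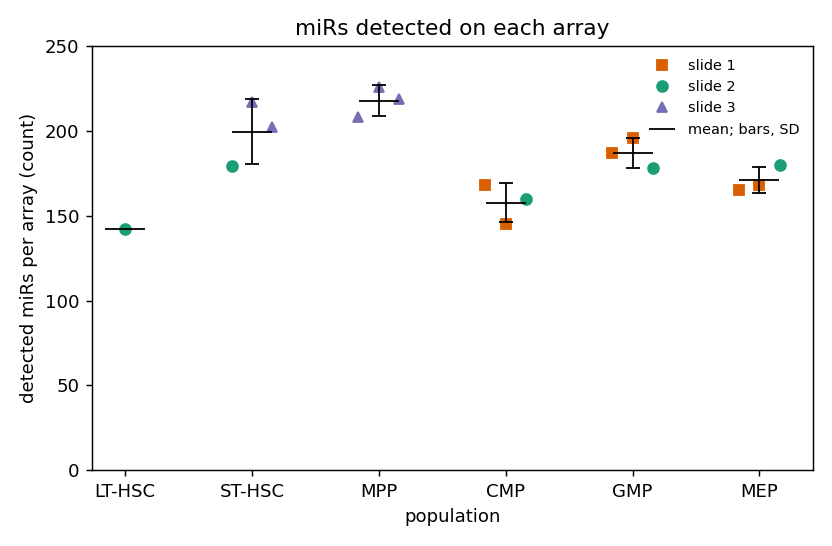
Detected miRs per array (vertical axis, count) in each population (horizontal axis). Points are arrays, coloured by slide, with the mean and SD of each population; the LT-HSC array, with 142, lies lowest.

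A moderated F-test found that 196 of the 237 miRs differed between populations in limma at an adjusted p under 0.05. The detection filter moved this most, with 85 miRs passing when only the 105 miRs well above background on all arrays were tested.

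HSC subsets were then set against myeloid progenitors to find miRs that mark the stem cell side. Limma called 114 miRs, 60 higher and 54 lower in HSC subsets. With slide as a block, 64 of these were still called in the same direction, 48 were no longer called and 2 were called in the opposite direction. Within slide 2 alone, with 2 HSC and 3 myeloid arrays, limma called 0 miRs after adjustment and 11 at an unadjusted p under 0.05. Among miRs with no overlap between the arrays of the sides, the largest differences for miRs well above background on some array of each side were for let-7e (log2 difference 3.46, limma adjusted p = 1.4e-07), miR-125b-5p (3.00, adjusted p = 2.41e-08), miR-99a (2.92, adjusted p = 1.2e-08) and miR-10a (2.82, adjusted p = 3.56e-05). MiR-125b-5p lies on chromosome 16 at 77646529 to 77646545 and miR-99a on the same chromosome at 77599188 to 77599206. MiR-125b-5p measured 9.32 ± 0.305 (log2, SD, n = 7) in HSC subsets and 6.37 ± 1.5 (SD, n = 9) in myeloid progenitors. Let-7e was well above background on 2 and miR-99a on 8 of the 9 myeloid arrays. The size of the let-7e difference and its rank above the other miRs are thus not firm. With slide as a block these 4 differences were 2.97, 3.23, 3.27 and 3.00. MiR-125a-5p was at least 2.78-fold higher in HSC subsets (limma adjusted p = 1.2e-08) and was not well above background on any myeloid array.

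Lower in HSC subsets were miR-7a (-2.13, limma adjusted p = 1.08e-05), miR-106a (-1.55, adjusted p = 1.18e-05), miR-18a (-1.36, adjusted p = 5.26e-07), miR-17 (-1.34, adjusted p = 1.53e-05) and miR-93 (-1.12, adjusted p = 0.000213). All arrays of one side lay beyond all arrays of the other for these 5 miRs. With slide as a block all 5 were called, and the differences were -1.06, -0.86, -1.49, -0.83 and -0.56, smaller for all but miR-18a. Of the miRs chosen for their known roles, miR-150 (2.14, limma adjusted p = 6.21e-05) and miR-155 (1.04, adjusted p = 0.0122) were higher in HSC subsets, the latter not called without normalization between arrays; miR-150 was well above background on 5 of the 9 myeloid arrays. MiR-19a (-0.76, limma adjusted p = 0.000616) and miR-20a (-0.90, adjusted p = 0.000472) were lower, miR-19a by only -0.43 without the LT-HSC array (adjusted p = 0.0136), and miR-20a was not called with slide as a block (-0.27, adjusted p = 0.0963). MiR-223 (-0.76, limma adjusted p = 0.0439) was also called as lower, but not with slide as a block (-0.30, adjusted p = 0.599). Without the LT-HSC array it differed by -0.29 (limma adjusted p = 0.385), and it was called in 2 of the 16 fits that left out an array. MiR-144 was called too (limma adjusted p = 0.0164), though not with slide as a block (adjusted p = 0.211). It was well above background on 2 of 7 HSC arrays and, among the 9 myeloid arrays, on the 3 MEP arrays only, so no difference between the sides is given for it. MiR-92a was called as higher (0.49, limma adjusted p = 0.0221) but was not with slide as a block (0.33, adjusted p = 0.123), and took the opposite sign when scaled by the 75th percentile of all probes (-0.16) or left unnormalized (-0.68). MiR-19b and miR-451 were not called (limma adjusted p = 0.642 and 0.718). Without the LT-HSC array both were, miR-19b as higher (0.66, adjusted p = 0.00684) and miR-451 as lower (-1.23, adjusted p = 0.0163). MiR-19b was called as lower when scaled by the 75th percentile of all probes (-0.66, adjusted p = 0.0056) or left unnormalized (-1.18, adjusted p = 0.0318), so its direction is open.

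**Figure D2:**
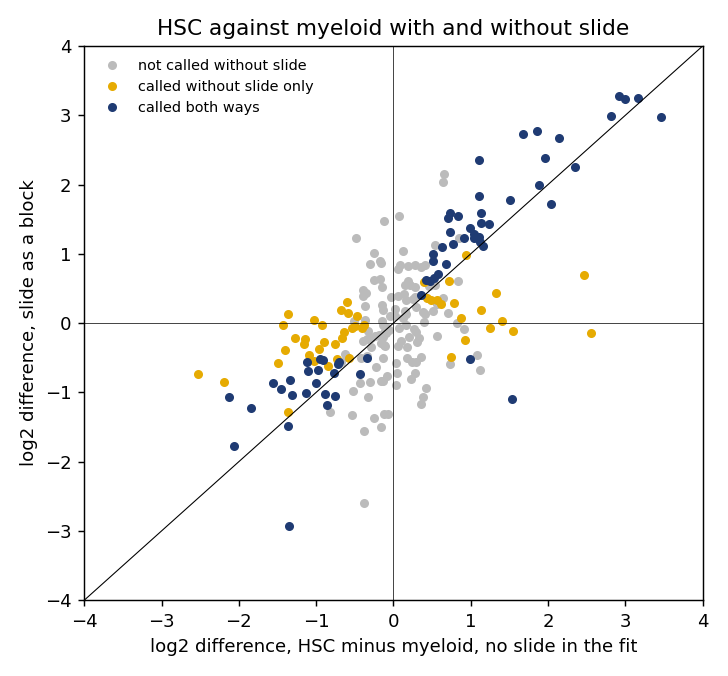
Log2 difference of each tested miR between HSC subsets and myeloid progenitors, without slide in the fit (horizontal axis) and with slide as a block (vertical axis). Points are miRs; of 114 called without slide, 64 were called in the same direction with it.

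GMP and MEP were each compared with the mean of the 5 other populations, to find miRs of the granulocyte-monocyte and of the megakaryocyte-erythroid branch. In GMP limma called 114 miRs, 69 higher and 45 lower, and 88 of them were called in the same direction with slide as a block; without GMP 2 the number called was 73. When GMP had to differ from each of the 5 populations, 2 miRs passed, miR-149 and miR-151-5p (the latter named after its values were seen). MiR-338-3p (log2 difference 4.18, limma adjusted p = 6.63e-05), miR-149 (3.31, adjusted p = 5.06e-06), miR-223 (2.78, adjusted p = 5.06e-05), miR-582-5p (2.21, adjusted p = 7.65e-05) and miR-146b (2.07, adjusted p = 0.00149) led the miRs higher in GMP without overlap; of the 13 other arrays, miR-338-3p and miR-149 were well above background on 4, miR-582-5p on 3 and miR-146b on 11. No miR was lower without overlap and well above background on every other array. MiR-223, on chromosome X at 93438224 to 93438244, measured 14.04 in all 3 GMP arrays, because it held the same rank on each and quantile normalization gives equal ranks equal values, and 11.39 ± 1.27 (SD, n = 13) elsewhere. MiR-451 was lower in GMP (-3.43, limma adjusted p = 0.000107). Lower too were miR-125b-5p (-1.41, adjusted p = 0.000228) and miR-150 (-1.68, adjusted p = 0.00203), neither of which was called without normalization between arrays; miR-150 was well above background on 2 of 3 GMP arrays and 10 of the 13 others. MiR-155, miR-19b and miR-92a were not called (limma adjusted p = 0.922, 0.268 and 0.243), though miR-19b was called as higher when scaled by the 75th percentile of all probes (0.85, adjusted p = 0.00288).

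MEP had 162 called miRs, 57 higher and 105 lower, and 154 were called in the same direction with slide as a block. Against each of the 5 populations 33 passed, 7 higher and 26 lower. MiR-144 (6.41, limma adjusted p = 3.4e-07), miR-451 (4.67, adjusted p = 2.32e-06), miR-486 (4.28, adjusted p = 7.02e-07) and miR-712* (3.22, adjusted p = 0.000117) led the miRs higher in MEP without overlap. MiR-682 was at least 2.25-fold higher (adjusted p = 8.32e-09) and was not well above background on any other array. MiR-144 and miR-451 lie side by side on chromosome 11, at 77886549 to 77886568 and 77886688 to 77886709. MiR-144 measured 9.25 ± 0.391 (log2, SD, n = 3) in MEP and 2.47 ± 1.28 (SD, n = 13) in the other arrays, where it was well above background on 2 of 13, as was miR-486. The sizes of the miR-144 and miR-486 differences are thus not firm. Of the 5 named as higher, miR-144, miR-712* and miR-682 also passed against each of the 5 populations, and miR-451 and miR-486 were not called there. Lower by most, again without overlap, were miR-99a (-4.36, limma adjusted p = 2e-09), miR-125b-5p (-3.99, adjusted p = 6.53e-09), miR-10a (-3.85, adjusted p = 5.3e-06), miR-130a (-3.74, adjusted p = 2.73e-07) and miR-146b (-3.63, adjusted p = 5.73e-06), of which miR-99a was well above background on 2 and miR-146b on 1 of 3 MEP arrays. MiR-223 (-2.54, limma adjusted p = 2.15e-05) and miR-155 (-2.46, adjusted p = 4.68e-05) were lower as well. MiR-20a was not called (limma adjusted p = 0.289), but was as higher when scaled by the 75th percentile of the probes well above background on all arrays (0.56, adjusted p = 0.000977) or with the mean of its probes (0.35, adjusted p = 0.0382).

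**Figure D3:**
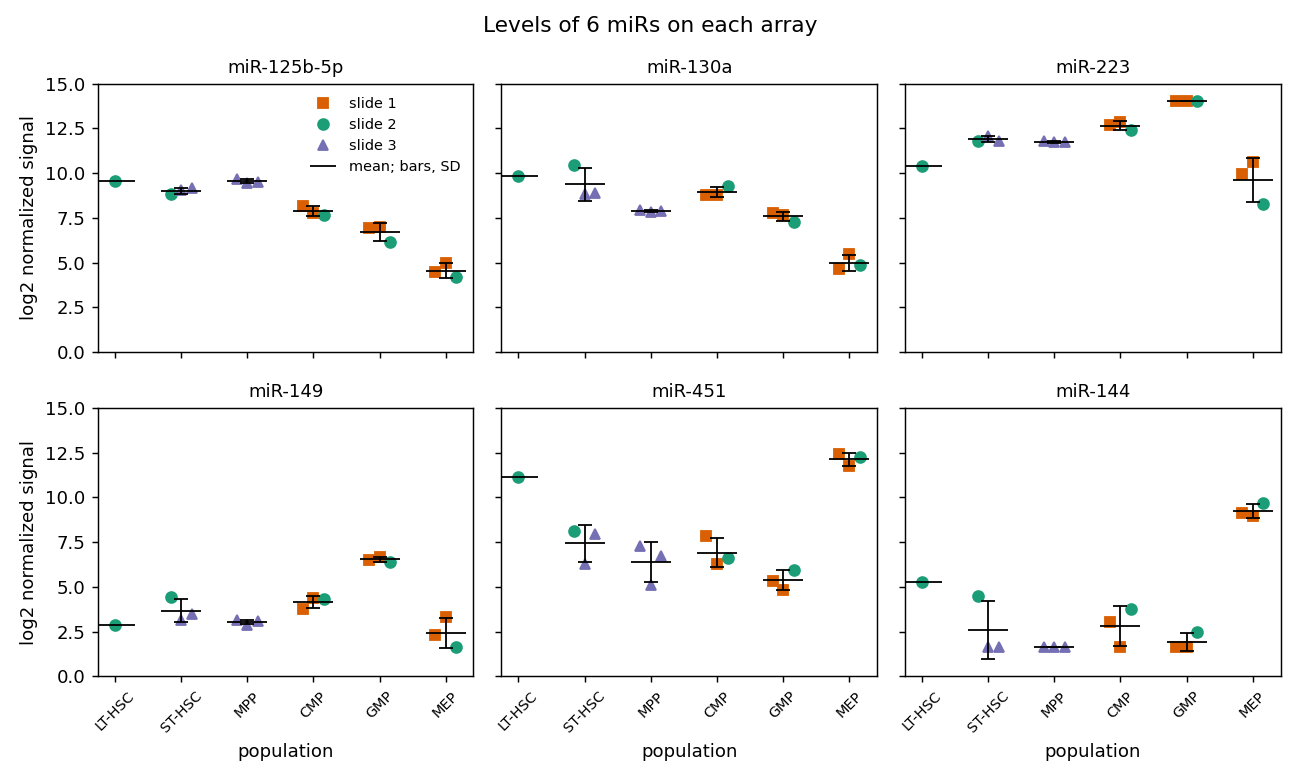
Log2 normalized signal (vertical axis) of 6 miRs on each array, by population (horizontal axis). Points are arrays coloured by slide, with the mean and SD of each population; miR-144 measured 9.25 in MEP, and miR-451 measured 11.15 on the LT-HSC array.

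Between the branches, GMP against MEP gave 149 called miRs, 97 higher in GMP and 52 higher in MEP. All 149 were called in the same direction with slide as a block, and 149 and 148 had the same sign within slide 1 and within slide 2. Slides 1 and 2 each held as many GMP as MEP arrays, so the block could not change the size or direction of a difference. Without overlap, the largest for miRs well above background on some array of each side were miR-146b (log2 difference 4.75, limma adjusted p = 4.97e-06), miR-223 (4.43, adjusted p = 1.41e-06) and miR-27a (3.43, adjusted p = 1.1e-06) on the GMP side. On the MEP side were miR-451 (-6.75, limma adjusted p = 1.04e-06), miR-762 (-3.59, adjusted p = 6.47e-07) and miR-712* (-3.25, adjusted p = 0.000759). MiR-146b was well above background on 1 of 3 MEP arrays. MiR-144 and miR-486 were not well above background in GMP and were at least 51.2-fold and 17.9-fold higher in MEP (limma adjusted p = 1.1e-06 and 1.04e-06). MiR-338-3p and miR-149 were not well above background in MEP and were at least 14-fold and 7.35-fold higher in GMP (adjusted p = 6.2e-05 and 1.31e-06).

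Among the HSC subsets, ST-HSC against MPP gave 11 called miRs, 3 higher and 8 lower in ST-HSC. All 11 had the same sign on slide 3 and were called with slide as a block, which called 42 in all. The blocked difference is that of slide 3 alone, where ST-HSC 1 does not enter, so these are 1 check. Leaving out 1 array gave from 2 (without MPP 2) to 22 (without GMP 3). MiR-130a (log2 difference 1.51, limma adjusted p = 0.0364) and miR-762 (1.41, adjusted p = 0.0276) were higher in ST-HSC, miR-130a by 0.98 without ST-HSC 1 or with slide as a block. Lower were miR-128 (-2.80, limma adjusted p = 5e-04), miR-342-3p (-1.89, adjusted p = 0.0291), miR-126-3p (-1.37, adjusted p = 0.0399) and miR-151-5p (-1.03, adjusted p = 0.0291). MiR-200b was called as lower too (adjusted p = 0.0364), but was not well above background on any ST-HSC array, and no fold can be given. MiR-128 was the one of these 7 called whichever array was left out. The largest adjusted p of the others was 0.152 for miR-126-3p, 0.14 for miR-200b and 0.12 for miR-342-3p, each without MPP 1, 0.128 for miR-130a without MPP 2, and 0.118 for miR-151-5p and for miR-762 without MPP 3, and none of the 7 was called without normalization between arrays.

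LT-HSC, with 1 array, was compared with ST-HSC and MPP. Limma called 69 miRs, 19 higher and 50 lower, and 64 of them were called in the same direction with slide as a block. Without normalization between arrays 84 were called, all lower, on this dimmest array. MiR-451 (log2 difference 4.24, limma adjusted p = 0.00158), miR-144 (3.19, adjusted p = 0.0159), miR-146a (2.99, adjusted p = 0.00474) and miR-714 (2.82, adjusted p = 0.0109) led the miRs above all ST-HSC and MPP arrays. MiR-144 was well above background on 1 of these 6 arrays. MiR-486 was called as higher too (adjusted p = 0.000887) but was not well above background on any of those arrays. None of these 5 was called without normalization between arrays, and miR-144 was not called with slide as a block (0.82, adjusted p = 0.219). MiR-146a fell to 1.23 with slide as a block (adjusted p = 0.0366). Named as lower than on all ST-HSC and MPP arrays were 5 miRs that were not well above background on the LT-HSC array, so they are not ranked. MiR-340-5p was at least 6.36-fold lower (limma adjusted p = 9.97e-05) and miR-340-3p at least 1.47-fold (adjusted p = 8.63e-05). MiR-98 was lower too (adjusted p = 0.00552). No bound is given for miR-98 and miR-486, since those computed over all slides exceeded the differences found with slide as a block and within slide 2. No fold can be given for miR-503 (adjusted p = 0.000768) and miR-363 (adjusted p = 0.000135).

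The miR lists printed by the study were checked last. The GMP and MEP lists were set against the mean of the 5 other populations. The study describes its GMP miRs as higher than in all other stages, which may ask for more than that mean. All 12 GMP miRs were tested and called as higher in GMP. Of 36 MEP miRs, 35 were tested and 34 called as higher in MEP, and 35 when adjusted over the list alone. Of 14 General Myeloid miRs, 7 passed the detection filter and all 7 were called as lower in HSC subsets, with 5 called when slide was a block. Adjusted over the list alone, the GMP and General Myeloid counts were again 12 and 7. These lists were chosen on these arrays, so the counts are not independent evidence.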

Values the study reported

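The study reported 25 miRs overexpressed in the HSC subsets, after removing miRs below an estimated 100 copies per cell and those with a single passing probe. It reported 12 miRs overexpressed in GMP, 36 in MEP and 14 General Myeloid miRs.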

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

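Both tests of the viral miR below were chosen after its signal was seen. The array carried 10 miRs of a mouse herpesvirus, which no comparison of the populations was about. One of them, mghv-miR-M1-2, was well above background on 13 of the 16 arrays, a signal outside the main measurement.

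A signal fixed to the probe is a candidate explanation. Before normalization the probe's signal ran from 12.2 to 17.7 units over the 10 arrays of slides 2 and 3, with an SD of 0.175 on the log2 scale. The 50 miRs nearest in brightness had a median SD of 1.12, and 0 of the 50 varied less than this probe, as a fixed signal of the probe on every array would give. Virus RNA in the cells was not excluded: of the 9 other viral miRs, 1 was well above background on at least 3 arrays, mghv-miR-M1-7-5p on 4. This count leaves it open. The design has no group with and without infection.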

How the results depend on the processing

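One alternative, slide 2 without the LT-HSC array for detected miRs, was chosen after seeing the data. The required difference from each of 5 populations gives 5 values and no single log2 difference, so for named miRs it is given only as calls.

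Counts moved by more than 1.5 times as follows. Testing only probes well above background on all arrays gave 85 miRs across populations, 52 for HSC subsets against myeloid progenitors, 49 for GMP, 71 for MEP, 56 for GMP against MEP, 1 for ST-HSC against MPP and 29 for LT-HSC; fewer miRs, 105, could be tested. For HSC subsets, pooling 7 arrays against 9 gave 59, slide 2 alone 0 (limma, 11 at an unadjusted p under 0.05; fewer arrays), and the rule of at least 2 probes 72, against 114. For GMP, no normalization gave 74 and a difference from each of the 5 others 2 (limma, 10 unadjusted), against 114. For MEP these gave 95 and 33, against 162. For ST-HSC against MPP, against 11, the 75th percentile of well-detected probes gave 7, no normalization 0 (limma, 16 unadjusted), normexp 19, slide as a block 42, at least 2 probes 7 and unadjusted p 40. For LT-HSC, against 69, slide as a block gave 132, at least 2 probes 45 and unadjusted p 105. Apart from construction, the cause was not tested.

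The replicate block gave 18 calls for ST-HSC against MPP and 116 for LT-HSC. It kept 57 of 114 calls for HSC subsets (1 reversed), 81 of 114 for GMP and 153 of 162 for MEP. It kept all 149 for GMP against MEP, 8 of 11 for ST-HSC against MPP and 59 of 69 for LT-HSC. For GMP against MEP this block could not change a difference. Not every sample title carries a replicate number. Correlations of same-numbered arrays' deviations were 0.0994, 0.106 and -0.111 between CMP, GMP and MEP, which gave no sign of pairing. The correlation was 0.272 between MPP and ST-HSC, where pairing stays open.

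Leaving out 1 array gave 183 to 212 miRs across populations, 95 to 146 for HSC subsets, 73 (without GMP 2) to 146 for GMP, 139 to 180 for MEP, 127 to 159 for GMP against MEP, 58 to 103 for LT-HSC, and 2 (without MPP 2) to 22 (without GMP 3) for ST-HSC against MPP. The surplus of detected miRs was 22.6 to 36.6 and was no longer past the threshold in 8 of 16 cases. It was 22.6 with every spot required (exact permutation p = 0.0674), 21.8 with Feature Extraction's call (p = 0.0907) and -12.2 on slide 2 alone (p = 0.6), a sign that 1 array decides, since slide 2 without the LT-HSC array gave 6.33 (p = 0.75).

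Scaling shifted the median of all miRs. With the 75th percentile of well-detected probes, of all probes, or no normalization, the shift was 0.33, -0.20 and -0.66 for HSC subsets, -0.48, 0.37 and 0.66 for GMP, 0.21, -0.13 and 0.09 for MEP, -0.43, 0.61 and 0.65 for GMP against MEP, 0.24, -0.18 and -0.41 for ST-HSC against MPP and 0.88, -0.33 and -1.48 for LT-HSC. Splits of higher and lower calls followed: HSC subsets 89 and 29, 43 and 59, 15 and 62 (60 and 54 as reported); GMP 38 and 87, 94 and 32, 63 and 11 (69 and 45); LT-HSC 58 and 25, 11 and 74, 0 and 84 (19 and 50). With the first scaling GMP against MEP gave 61 and 70 (97 and 52), and ST-HSC against MPP 3 and 4 (3 and 8). With normexp, ST-HSC against MPP gave 3 and 16. The balance of higher and lower calls in these comparisons depended on the scaling.

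Of 83 named values, 77 were called; 39 of these stayed past the threshold in every alternative with a value, 38 lost it in at least 1, and 1 of the 77 reversed. That was miR-92a for HSC subsets (75th percentile of all probes -0.16, no normalization -0.68). Reversals of values not called were as follows, some of them past the threshold. MiR-19b for HSC subsets was -0.11 and -0.66 (adjusted p = 0.0056) with the 75th percentiles, -1.18 unnormalized (adjusted p = 0.0318) and -0.23 on slide 2; for GMP it was 0.85 with all probes (adjusted p = 0.00288) and 1.15 unnormalized. MiR-451 for HSC subsets was -0.42 with all probes, -0.93 unnormalized, -0.0265 with normexp, -0.62 pooled and -1.23 without the LT-HSC array (adjusted p = 0.0163), and ran from -1.23 to 0.40 over the arrays left out. MiR-155 for GMP was -0.50 with well-detected probes, -0.0653 with normexp, -0.0761 and -0.0633 with the slide and replicate blocks, -0.10 with the authors' values and from -0.20 to 0.48 with 1 array left out. MiR-92a for GMP was 0.59 with all probes and 0.89 unnormalized. MiR-20a for MEP was -0.15 with slide as a block (-0.147) and with the replicate block (-0.145). Called with the sign kept were miR-19b for HSC subsets without the LT-HSC array (0.66) and miR-20a for MEP with well-detected probes (0.56) and with the mean of the probes (0.35). The cause was not tested. Signal over background limits the dim miRs, since 195 of 493 probes were well above background on all arrays.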

Other observations

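Chosen after the results were seen were the tests of the slides on HSC calls, detected miRs and replicates, of RNA of MEP cells, of normalization of the LT-HSC array and of array-to-array differences, and slide 2 without the LT-HSC array for detected miRs. Limits for reading the tests on the LT-HSC array and on its correlation with MEP were also made stricter after a first look at their values. With the planned ones, 22 tests of explanations were run, and each is given in this section or with the viral miR above.

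Other splits of the arrays into the same group sizes bear on chance. For the F-test, HSC subsets, GMP and MEP, 1 of 100 splits, the real one, gave as many called miRs, which argues against chance. The splits moved labels freely across slides, so they do not bear on the overlap of slide and population. The largest other counts were 56, 101, 16 and 77, so for HSC subsets another split came close. GMP against MEP and ST-HSC against MPP allow 10 splits, of which 1, the real one, gave as many. That number of splits cannot exclude chance by itself. The largest count in another split was 0 for both comparisons, against 149 and 11. For GMP against MEP, all 149 calls were kept with slide as a block. That says nothing about chance, since the block could not change a difference between populations spread alike over the slides. Of the 149 calls, 149 had the same sign on slide 1 and 148 on slide 2. These signs argue only weakly against chance as the source of these calls, because they rest on the arrays that made the calls. For ST-HSC against MPP chance stays open.

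Slide and population overlapped. With no population in the fit, 96 miRs differed between the 3 slides in limma, and beside the populations 159 did. Replicates of CMP, GMP and MEP on slide 1 differed from those on slide 2 in a shared way, with correlations across miRs of 0.555 to 0.632 (miRs are not independent replicates), as a difference between slides gives. For HSC subsets against myeloid progenitors, the 64 miRs called in the same direction with slide as a block argue against slides as the whole cause of those calls. That holds only as far as ST-HSC 1 is typical of ST-HSC, since the block takes the step from slide 2 to slide 3 from that array. As described below, ST-HSC 1 lay closer to CMP 3 than to ST-HSC 2 and 3. The 48 miRs that lost the call had a median difference of 0.253 in their direction with the block and 0.916 without it. They were chosen for losing the call in that fit, so the fall decides nothing, and slide and population cannot be told apart for them because they overlap in the design. MiR-330* (0.99, then -0.51 with slide as a block) and miR-770-3p (1.53, then -1.10), named after their values were seen, were called in opposite directions. More detected miRs on HSC arrays may or may not come from the slides: slide 2 gave -12.2, but 6.33 without the LT-HSC array, so 1 array decides the sign. A biological difference in the number of expressed miRs stays open, with 2 HSC arrays there.

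ST-HSC 1 lay closer to CMP 3 (r = 0.967), from the same slide, than to ST-HSC 2 and 3 (0.902 and 0.911). A swap of these labels was argued against, because 23 of 30 miRs that separated the other HSC arrays from the other myeloid arrays kept the order of the labels. On a scale from 0 at CMP 1 and 2 to 1 at ST-HSC 2 and 3, ST-HSC 1 lay at 0.697 for miRs high in HSC arrays and at 0.319 for miRs high in myeloid arrays, so RNA of myeloid progenitors could not be excluded, nor was the same part found in both sets. A slide difference might also be involved: ST-HSC 1 minus ST-HSC 2 and 3 correlated at 0.295 across miRs with LT-HSC minus MPP, which differ in slide and in population. These explanations cannot be told apart with 1 array.

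MiR-451, miR-486 and miR-144 led the miRs higher in MEP and also those higher on the LT-HSC array. If RNA of MEP cells were in that sample, miR-451 would imply a share of 43.7%, miR-486 of 30.8% and miR-144 of 2.08%. The 40 other miRs raised in MEP implied a median of 22.5%, from -11% to 252%, and 19 implied less than 0.5 of the miR-451 share. That median is neither close to the miR-451 share nor far below it, so such RNA may or may not be a source. Unnormalized, the LT-HSC array exceeded ST-HSC 1 of the same slide by 1.12 for miR-451 and 2 for miR-486, while the median miR differed by -1.12. For miR-451 and miR-486 the direction against ST-HSC 1 was thus present before normalization. The differences of 1.12 and 2 are within 2 residual SDs of a pair of arrays (SD 1.24 and 1.2), and for miR-144 the difference was 0.0877 (SD 1.02). These SDs come from all slides, which differed in brightness, so they may be wider than for 2 arrays of slide 2. Quantile normalization of a dim array stays open as well. A difference of LT-HSC cells themselves was not tested and has 1 array.

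A hypothesis that LT-HSC shares a wider set of miRs with MEP was tested without a clear outcome. Across 237 miRs, MEP minus CMP and GMP correlated with LT-HSC minus ST-HSC and MPP at r = 0.607. Without the 3 erythroid miRs r was 0.546, within slide 2 it was 0.67, and without normalization 0.618. Arrays drawn from the residuals with no population difference gave correlations from -0.789 to 0.819 (central 95% of 1000 draws), and 20% of draws lay as far from 0. The draws were made with replacement, so the same array could enter both differences, and the residuals kept the differences between slides. Both can widen the range, so it does not settle whether array-to-array differences alone give such a correlation. No range was drawn for slide 2 alone. Array-to-array differences stay a candidate explanation. Judged against this range, the values of 0.546, 0.67 and 0.618 exclude neither the erythroid miRs, nor the slides, nor the normalization.

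Higher in HSC subsets were 60 miRs here, without a limit on copies per cell. That is higher than the number quoted from the study above. Higher in GMP were 69 miRs, in MEP 57, and lower in HSC subsets 54. These are higher than the numbers quoted from the study above, which rest on further limits. Against each of the 5 other populations, 1 miR was higher in GMP and 7 in MEP, which is lower than the numbers quoted above.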
